A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

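Gene expression was measured in whole hippocampi (left and right) of 16-week-old male mice on Affymetrix Mouse Gene 1.0 ST arrays, with 1 array per mouse. Dp1Yey mice carry a segmental duplication of mouse chromosome 16 (Mmu16) from Lipi to Zbtb21, the whole part of Mmu16 homologous to human chromosome 21 (Hsa21), so the genes within it are present in 3 copies. The 10 arrays fell into 5 Dp1Yey mice and 5 control littermates by the sample labels. The labels and the study's text name different substrains of the C57BL/6 background and different amounts of input RNA, and neither was settled here.

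The authors deposited log2 values made by robust multi-array average (RMA): background correction, quantile normalisation of the probes across arrays and a summary to 1 value per probe set. The submitters' processing notes name RMA, limma and the mm10 build. Which arrays were normalised together is not given in the sources used here. Scanner files were not used here, so background correction was not redone and scan batches were not examined. The table held 35556 probe sets. Of these, 21789 were annotated to a single gene symbol, 1621 to several and 12146 were not listed in the platform annotation, control probe sets among them. A probe set with several symbols named no gene. Each gene was represented by the probe set with the highest mean over the 10 arrays, which left 19938 genes. Entrez identifiers of 19855 genes were found in the RefSeq annotation of GRCm38.p6, the assembly known as mm10, and gave chromosome, start and end. RMA arrays give no read depth, and the number of arrays limits the precision.

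Differences between Dp1Yey and control were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only factor). P-values were two-sided and Benjamini-Hochberg adjusted over all 19938 genes, and a gene was called a DEG at an adjusted p under 0.05. A gene counted as above background when its mean exceeded a log2 value of 5.45, the 90th percentile of the means of 1015 olfactory receptor genes. The interval held 143 measured genes. Their dose was tested against log2 of 1.5 with the same moderated errors, adjusted over the 96 interval genes above the floor. Per-mouse means were compared with a two-sided exact permutation test over all 252 assignments of 5 mice to a group, whose smallest p is 0.00794. Of 38 gene lists, 33 were tested with limma's camera at a preset inter-gene correlation of 0.01 against all genes outside the interval, with interval genes removed from each list. Camera with an estimated correlation and fry were alternatives. Of the others, 4 lists were set aside from testing by design, and 1 list (blood cell genes) had under 5 members above the floor.

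The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took the 10 interval genes and the 12 other genes of smallest p, a set of genes that the study discusses, up to 4 members of smallest p of each list described, and the 5 most highly expressed interval genes that lay under 1.5-fold and did not pass the test against no change. Which lists were described with named members was chosen after their values were seen, and a few further genes are said in the text to be named after their values were seen. The set that the study discusses was chosen by the study partly on these samples and is not independent evidence. Of that set, Btg3 was carried only by probe sets with several symbols, and another gene is not reported here.

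The alternatives were a new quantile normalisation, centring each array on its median, a filter on genes above the floor, the mean of all probe sets of a gene, an intensity trend with a robust prior, array weights, the replicate number as a block, other floors, leaving out each array in turn, and a rewritten version of the rank statistic that the study used. That version ranked the fold changes of all 25 pairs of arrays, averaged the ranks after trimming a share of 0.25 from each end and called genes in the tails at 0.025 and 0.975. A fit without control replicates 1 and 2 and a fit with the interquartile range of each array as a covariate were added after seeing the data. List means per mouse were also compared by linear regression with and without that covariate, likewise after seeing the data.

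The code was tested on simulated data for the comparison of Dp1Yey with control over 19938 genes, with 200 genes changed by known folds outside the interval. The limma fit recovered 99% of the genes changed 1.5-fold and 67% of those changed 1.2-fold, and 2.69% of its calls were false. The test against 1.5-fold found 97.9% of the interval genes simulated at a lower fold and called 0% of those simulated at 1.5-fold. The rank statistic called 1075 genes where 333 had been changed. Camera found the shifted list, the proteasome, and also called 1 other list. The proteasome list shares 3 genes with other lists, so the other list called may have held shifted genes. Error under correlation between genes, estimated at up to 0.844 in the real lists, was not reported from the simulation.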

Results

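The data were the hippocampal transcriptomes of 5 Dp1Yey mice and 5 control littermates, on 10 arrays. The median log2 value of the arrays was 6.34, 6.32, 6.34, 6.31 and 6.37 for Dp1Yey replicates 1 to 5 and 6.39, 6.44, 6.35, 6.38 and 6.35 for control replicates 1 to 5. The median was lower in Dp1Yey (6.33 ± 0.023, SD, n = 5) than in control mice (6.38 ± 0.038, SD, n = 5; exact permutation p = 0.0397, two-sided). The interquartile range was 3.51 ± 0.027 in Dp1Yey and 3.46 ± 0.042 in control mice (SD, n = 5 each, exact permutation p = 0.0556). Olfactory receptor genes, which serve as a background level in brain, averaged 4.78 ± 0.011 in Dp1Yey and 4.82 ± 0.024 in control mice (SD, n = 5 each, exact permutation p = 0.00794). The first principal component of the genes above background carried 37.2% of the variance, and it separated the groups, with control mice between -0.72 and 19.4 and Dp1Yey mice between -7.97 and -2.96 (exact permutation p = 0.00794, n = 5 each). Control replicate 2 lay at 19.4. Control replicate 1 lay at 14.9 on the second component.

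The first question was how far the genes present in 3 copies followed their dose. Of the 143 measured genes of the interval (Mmu16, 75540514 to 97962627, mm10, 22.42 Mb), 59 were upregulated in Dp1Yey hippocampi, and 1, the microRNA gene Mir155 at or below background, was lower (-0.19 on the log2 scale, adjusted p = 0.0475). That call was lost without any Dp1Yey replicate or without control replicate 1, 2 or 4 (0.0677 to 0.127), and with median centring (0.0673, log2 difference -0.15). In settings chosen after seeing the data it was lost without control replicates 1 and 2 (0.132, -0.15) and with the interquartile range of the arrays as a covariate (0.497, -0.13). Ifnar2, a subunit of the type I interferon receptor (Entrez 15976, 91372783 to 91405589), had the highest fold of the 59. It rose 1.83-fold (95% CI 1.59 to 2.11, adjusted p = 0.000569, limma), from 9.05 ± 0.22 to 9.92 ± 0.11 (SD, n = 5 each), with control replicate 2 apart at 8.66. Its partner Ifnar1 rose by 0.58 on the log2 scale (95% CI 0.49 to 0.68), Il10rb, a receptor chain shared by interleukin 10 family cytokines, rose 1.55-fold (1.39 to 1.73), and Ifngr2, a chain of the interferon gamma receptor, 1.35-fold (1.28 to 1.42). In 67 of the 143 genes the groups did not overlap, against 4.55% of the genes outside the interval and a chance share of 0.794%.

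The smallest p-values belonged to Cct8, a subunit of the cytosolic chaperonin (1.39-fold, adjusted p = 4.68e-05), the neural cell adhesion gene Ncam2 (1.42-fold) and Ltn1, a ubiquitin ligase of ribosome quality control (1.36-fold). Mrpl39 of the mitochondrial ribosome rose 1.42-fold, the tail-anchored protein insertion factor Get1 1.37-fold, the transcription factor Ets2 1.38-fold, Cryzl1 1.46-fold and the synaptic phosphatase Synj1 1.31-fold (adjusted p = 0.000137 for Synj1). Among further genes that the study discusses, a set chosen by the study partly on these samples, the amyloid precursor gene App (Entrez 11820, 84952666 to 85175255) rose 1.18-fold (95% CI 1.13 to 1.24, adjusted p = 0.00261). The superoxide dismutase gene Sod1 rose by 0.22 on the log2 scale (0.14 to 0.30), the calcineurin regulator Rcan1 1.41-fold, the ubiquitin protease Usp16 1.44-fold, D16Ertd472e 1.42-fold and the endothelial transcription factor Erg 1.18-fold (adjusted p = 0.0417 for Erg). The Erg call was lost without each array but Dp1Yey replicate 2 (adjusted p 0.0518 to 0.103), and that of Sod1 without Dp1Yey replicate 3 (0.0532). In settings chosen after seeing the data, Erg (0.381), Sod1 (0.0854) and D16Ertd472e (0.0674) did not pass with the interquartile range as a covariate, nor Erg without control replicates 1 and 2 (0.097). The log2 difference with the covariate was 0.22 for Erg, against 0.24 without it, 0.24 against 0.22 for Sod1 and 0.42 against 0.51 for D16Ertd472e, and without those controls it was 0.25 for Erg.

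Dyrk1a, a kinase central to Down syndrome research (Entrez 13548, 94569947 to 94695519), was carried by 2 probe sets that differed. On the brighter, which represented the gene, it rose by 0.33 on the log2 scale (95% CI 0.26 to 0.39, adjusted p = 0.000143, limma), from 11.19 ± 0.029 to 11.52 ± 0.021 (SD, n = 5 each). The dimmer stood at 8.79 ± 0.088 in Dp1Yey and 8.87 ± 0.18 in control mice (SD, n = 5 each), a difference of -0.079. With the mean of both the difference was 0.12 and the call was lost (adjusted p = 0.177).

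Over the 96 interval genes above background, expression was 1.22-fold higher in Dp1Yey (mean log2 difference 0.29, exact permutation p = 0.00794, two-sided, n = 5 each, the smallest the design allows). The 5 Dp1Yey mice lay between 0.26 and 0.30 log2 units above the control mean, and the control mice between -0.025 and 0.020. By mean level, the dimmest 32 of the 96 genes averaged 1.02-fold, the middle 32 1.34-fold and the brightest 32 1.33-fold. In that order, 29, 17 and 19 genes lay significantly under 1.5-fold. Of these 96 genes, 59 were upregulated and 65 lay significantly under 1.5-fold, and both held for 30 genes, App, Sod1 and Dyrk1a among them. A further 35 lay under 1.5-fold and did not pass the test against no change when adjusted over all genes. The most highly expressed of them were Pcp4, a calmodulin regulator of neurons (1.08-fold, 95% CI 1.02 to 1.15), the oligodendrocyte transcription factor Olig1 (1.18-fold, 1.05 to 1.32), the kinase Hunk (1.19-fold, 1.08 to 1.32), the glycosyltransferase B3galt5 (1.24-fold, 1.11 to 1.38) and Pigp of GPI anchor synthesis (1.23-fold, 1.11 to 1.36), which passed without control replicate 1 (adjusted p = 0.0345), with median centring (0.025), an intensity trend (0.0468) and array weights (0.0467). Pigp was carried by 2 probe sets, and the number of the one used lies apart from those of the other interval genes. Whether it measures the duplicated locus was not tested. Ifnar2 was the 1 gene significantly above 1.5-fold (adjusted p = 0.0149 against 1.5). Without control replicate 5 Vps26c, at 1.58-fold with all arrays and named after its value was seen, made it 2. Adjusted over the interval alone, 71 interval genes were higher and 7 lower, and Pcp4 (0.0329), Olig1 (0.0181), Hunk (0.00555), B3galt5 (0.00288) and Pigp (0.00162) were among the higher, all but Pcp4 also by the rank statistic. With the interquartile range as a covariate 35 were upregulated, 76 lay significantly under 1.5-fold and 0 above it.

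**Figure D1:**
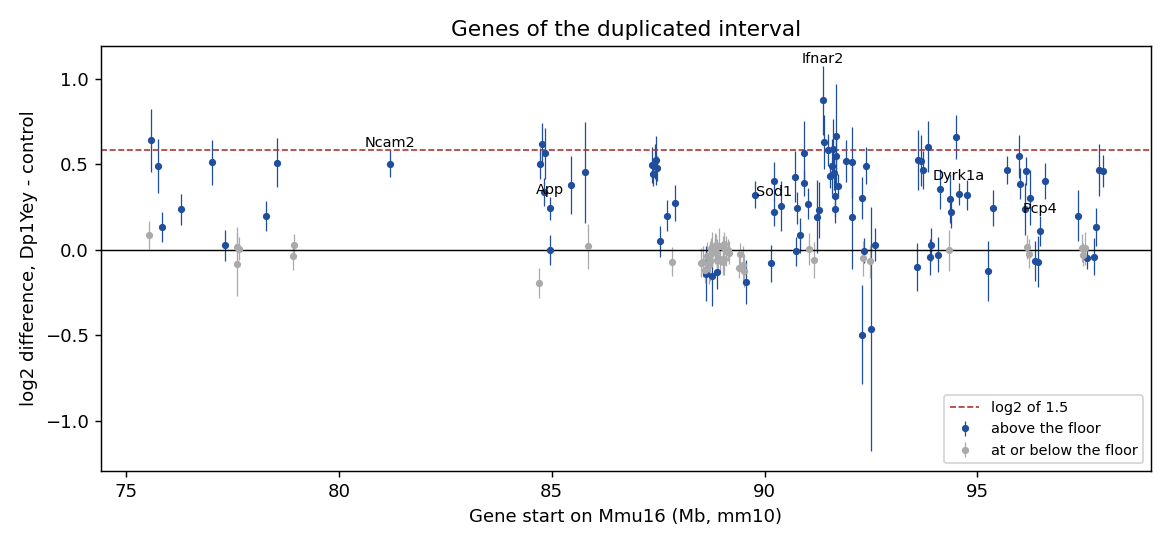
The log2 difference between 5 Dp1Yey and 5 control mice of each measured gene of the interval is plotted against its start on Mmu16, with 95% confidence intervals as bars. Blue points are the 96 genes above background, grey points the 47 at or below it, and the dashed line marks log2 of 1.5, with Ifnar2 above it at 0.87 and Pcp4 at 0.11.

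Parts of the interval are duplicated on their own in smaller mouse models. The mean fold of the genes above background was 1.27 from Hspa13 to App (14 genes), 1.22 from Cyyr1 to Clic6 (48 genes) and 1.22 from Cbr1 to Fam3b (26 genes), each with an exact permutation p of 0.00794 between the groups of 5 mice. Differences between the parts were not tested. In the keratin-associated protein cluster between Cldn17 and Krtap11-1, limma called 0 of 32 genes, with 5 lower and 0 higher at an unadjusted p under 0.05 and 0 by the rank statistic. The 5 lower genes passed when adjusted over the interval alone (adjusted p 0.00555 to 0.031, limma). Over all 32 the mean difference was -0.051 on the log2 scale, beside -0.038 for the olfactory receptor genes, and over the 4 above background it was -0.15 (exact permutation p = 0.0238 for each of the cluster means, n = 5 each).

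The second question was which genes outside the interval changed. There, 78 genes were upregulated and 21 downregulated among 19795 tested. Their p-values were adjusted together with those of the interval genes, whose 60 calls ease the threshold for other genes. An adjustment over the genes outside the interval alone was not run, and fewer would pass it. Cbs, the cystathionine beta-synthase gene on Mmu17 (Entrez 12411, 31612623 to 31637233), had the smallest p and fell to 0.720-fold (95% CI 0.673 to 0.770, adjusted p = 0.000209, limma), from 8.68 ± 0.087 to 8.20 ± 0.051 (SD, n = 5 each). The fatty acid elongase gene Elovl2 rose 1.23-fold and the cholesterol acyltransferase gene Lcat 1.48-fold (adjusted p = 0.000995 and 0.00112). The granzyme inhibitor gene Serpinb9 rose 1.28-fold, the kinase gene Cdkl3 1.30-fold, the sorting nexin gene Snx32 1.17-fold and the transcription factor gene Tfcp2l1 1.28-fold. Ecm2 of the extracellular matrix rose 1.37-fold, Stard6 1.32-fold, Cmbl 1.48-fold, Gm10754 1.45-fold and 4930447C04Rik, at or below background, 1.24-fold (adjusted p = 0.0074). Of the 99 genes, 4 had a fold over 1.5, without passing the test against 1.5-fold (unadjusted p 0.0619 to 0.941), and were named after their values were seen: Ucma (1.99-fold), Rida (1.58-fold), Ly96, a partner of a lipopolysaccharide receptor (1.55-fold), and Bdh2 (1.51-fold). The count moved with single arrays: without Dp1Yey replicates 1 to 5 in turn it was 36, 34, 22, 61 and 60, and without control replicates 3 and 4 it was 174 and 27. Of the 99 calls, 22 were kept without Dp1Yey replicate 3 and 21 without control replicate 4. How the calls of Ucma, Rida, Ly96 and Bdh2 (adjusted p 0.0223 to 0.043, limma) fared in the alternatives is not given here. Over all 19938 genes, the interval included, 1744 were higher and 2152 lower at an unadjusted p under 0.05. Outside the interval, median centring gave 230 up and 14 down, or 94.3% up against 78.8% in the deposited values. In settings chosen after seeing the data, 66 genes were called without control replicates 1 and 2, 35 of them among the 99, and 11 with the interquartile range as a covariate, 7 of them among the 99. That covariate ended the calls of Serpinb9, Cdkl3, Snx32, Tfcp2l1, Ecm2, Cmbl, Gm10754 and 4930447C04Rik (adjusted p 0.0704 to 0.154). In that order their log2 differences were 0.28, 0.30, 0.21, 0.35, 0.43, 0.41, 0.39 and 0.33 with it, against 0.35, 0.38, 0.22, 0.36, 0.45, 0.56, 0.54 and 0.31 without it.

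Among other genes that the study discusses, neuropeptide Y (Npy) rose 1.16-fold (95% CI 1.09 to 1.23, adjusted p = 0.0359, limma), but the call was lost without each array but control replicate 3 (adjusted p 0.0502 to 0.102), without control replicates 1 and 2 (0.0987, log2 difference 0.17) and with the interquartile range as a covariate (0.422, 0.16 against 0.21). Chrna1, a muscle-type acetylcholine receptor subunit, was 0.27 higher on the log2 scale without passing (0.14 to 0.40, adjusted p = 0.0603), and passed with quantile normalisation (0.029) and median centring (0.025). The activity-regulated genes Arc (1.09-fold, 95% CI 0.888 to 1.33), Fosb (1.17-fold, 0.998 to 1.37) and Npas4 (0.983-fold, 0.829 to 1.17) did not pass, nor did Fos (0.066 on the log2 scale, -0.14 to 0.27), Snap25 (1.04-fold, 0.994 to 1.08), Snap23 (0.993-fold, 0.922 to 1.07), Rhoa (1.03-fold, 0.984 to 1.07) and Gsk3b (0.029 on the log2 scale, -0.086 to 0.14). The sign turned under at least 1 alternative for Arc, Fos, Npas4, Snap23, Rhoa and Gsk3b. The incretin receptor gene Glp1r varied widely, at 7.19 ± 0.72 in Dp1Yey and 7.83 ± 1.12 in control mice (SD, n = 5 each, adjusted p = 0.465, limma).

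The third question was which groups of genes moved together outside the interval. Interferon response genes were higher as a list: 33 of 37 measured members lay above control, 2 passed the test over all genes, and 20 were higher and 1 lower adjusted over the list alone. Irgm1, a GTPase of cell-autonomous immunity, rose 1.32-fold (adjusted p = 0.0166), and Trim30a rose by 0.27 on the log2 scale (adjusted p = 0.0335). Gbp3 (1.19-fold) and Ifit3 (1.53-fold) did not pass over all genes (adjusted p = 0.0564 and 0.0623). The list mean was 0.17 higher on the log2 scale, with an SD of 0.067 in Dp1Yey and 0.062 in control mice (n = 5 each, exact permutation p = 0.00794), and camera gave an adjusted p of 1.97e-12. With an estimated correlation the adjusted p was 0.288. The gene calls moved with the setting: Irgm1 was lost without Dp1Yey replicate 1 (0.0513), Dp1Yey replicate 3 (0.0558) or control replicate 4 (0.0557), and Trim30a without Dp1Yey replicates 2 to 5 or control replicates 1, 3 or 4 (0.05 to 0.0966). Both were lost with the interquartile range as a covariate (0.254 and 0.156), at log2 differences of 0.31 against 0.40 and 0.30 against 0.27, and Trim30a without control replicates 1 and 2 (0.0856), at 0.27. Gbp3 passed without Dp1Yey replicate 1 (0.0377) or control replicate 3 (0.0428), with quantile normalisation (0.0464), median centring (0.0322) and on genes above the floor (0.049). Ifit3 passed without Dp1Yey replicate 2 (0.0464), with median centring (0.0311), array weights (0.0457) and on genes above the floor (0.0488).

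Microglial markers were shifted upwards, with 15 of 17 above control, 1 called over all genes and 6 higher adjusted over the list alone (camera adjusted p = 3.33e-06; adjusted p = 0.305 with an estimated correlation). The lysosomal membrane gene Laptm5 rose 1.15-fold (adjusted p = 0.0455), a call kept without control replicate 1 or 5 but otherwise lost when an array was left out (0.0559 to 0.125), without control replicates 1 and 2 (0.0556, log2 difference 0.23) and with the interquartile range as a covariate (0.335, 0.20 against 0.21). Values of Siglech (0.26 on the log2 scale), the complement gene C1qc (1.19-fold) and the signalling adaptor Tyrobp (0.26) did not pass over all genes, and Siglech passed without control replicate 1 (0.0449), with median centring (0.0287) and array weights (0.029). Neuropeptide genes were shifted upwards too, with 16 of 23 above control, 2 called over all genes and 4 adjusted over the list alone (camera adjusted p = 0.00109; adjusted p = 0.137 with an estimated correlation). One of the 23, Npy, was also discussed by the study. Besides Npy, the tachykinin gene Tac2 rose 1.28-fold (adjusted p = 0.0197) and was lost without Dp1Yey replicates 1, 2 or 3 (0.0502 to 0.0608), without control replicates 1 and 2 (0.0706, log2 difference 0.29) and with the interquartile range as a covariate (0.274, 0.29 against 0.36). The list kept its call with that covariate, at a mean log2 difference of 0.045 (SE 0.026) against 0.076 (SE 0.023). Tac1 was at 1.39-fold (adjusted p = 0.0894).

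Dentate gyrus markers were shifted downwards. Of 13 members 1 lay above control, 0 passed limma over all genes, 6 were lower and 1 higher at an unadjusted p under 0.05, 2 were lower by the rank statistic, and 4 were lower adjusted over the list alone (camera adjusted p = 0.00136; adjusted p = 0.41 with an estimated correlation). Plk5 was at 0.784-fold, Lct at 0.792-fold and Glis3 at 0.888-fold. Choroid plexus genes were also shifted downwards, with 0 of 15 members above control, 0 passing limma over all genes, 11 lower at an unadjusted p under 0.05, 6 lower by the rank statistic and 8 lower adjusted over the list alone (camera adjusted p = 3.73e-06; adjusted p = 0.446 with an estimated correlation). The water channel gene Aqp1 was at 0.766-fold, Slc4a5 at 0.696-fold and Tmem72 at 0.613-fold, and without control replicate 3 Aqp1 (adjusted p = 0.00643) and Slc4a5 (0.0419) passed. The choroid plexus mean varied between 6.58 and 7.87 among control mice and between 6.49 and 6.95 among Dp1Yey mice, and its difference did not pass the exact permutation test (p = 0.103, n = 5 each).

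Small RNA genes were shifted downwards (camera adjusted p = 3.91e-05; adjusted p = 0.305 with an estimated correlation), with 93 of 346 above control, 2 lower over all genes and 3 adjusted over the list alone, and 88 lower and 2 higher at an unadjusted p under 0.05. With the interquartile range as a covariate the list kept its call, at a mean log2 difference of -0.025 (SE 0.010) against -0.061 (SE 0.017). Of the 346, 138 were above background, and the list mean lay -0.061 from control, beside -0.038 for the olfactory receptor genes that set the background. Mir6516 fell to 0.878-fold (adjusted p = 0.0216) and Mir483 to 0.736-fold (adjusted p = 0.0417). Mir6516 was lost without Dp1Yey replicate 2 or 3 (0.0648 and 0.0727), with an intensity trend (0.0525) and without control replicates 1 and 2 (0.0612, log2 difference -0.16), and Mir483 without any Dp1Yey replicate or control replicate 1 or 4 (0.0683 to 0.108). With the interquartile range as a covariate both were lost (0.251 and 0.421), and the log2 difference was -0.16 against -0.19 for Mir6516 and -0.24 against -0.44 for Mir483.

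**Figure D2:**
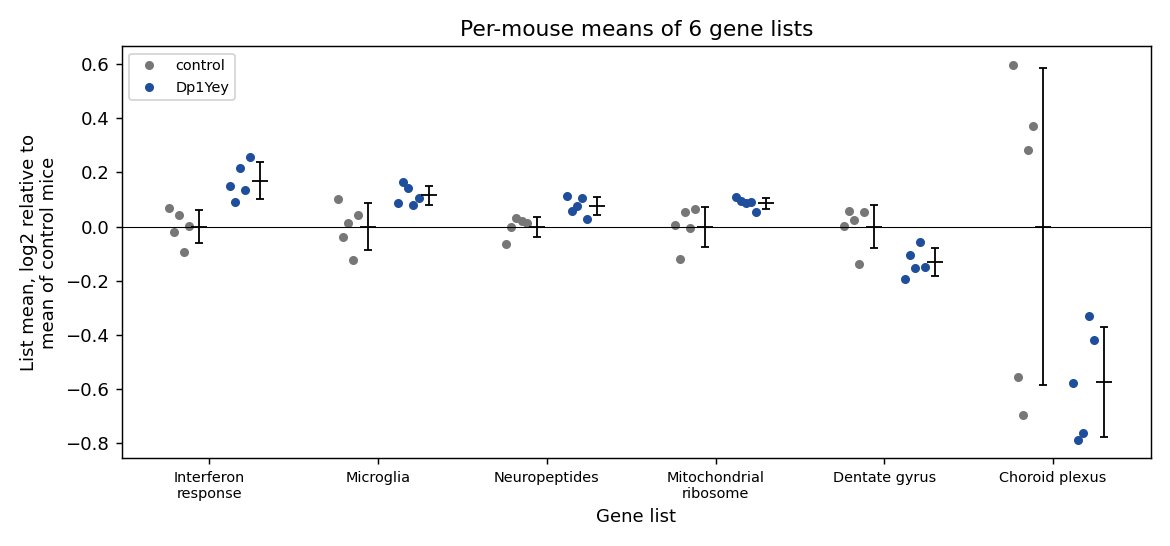
The mean log2 value of each of 6 gene lists is plotted per mouse, relative to the mean of the 5 control mice, in grey for control and blue for Dp1Yey, with the mean and SD of each group as black bars. Interferon response genes lay 0.17 higher in Dp1Yey on average, and choroid plexus genes lay -0.57 away from control with the widest spread of the 6.

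Organelle lists were shifted upwards by small amounts. The mitochondrial ribosome had 64 of 73 members above control, 0 called by limma over all genes, 13 higher at an unadjusted p under 0.05, 3 by the rank statistic and 3 adjusted over the list alone (camera adjusted p = 3.4e-09; adjusted p = 0.305 with an estimated correlation), with Mrpl47 at 1.22-fold and Mrpl15 at 1.15-fold. Mrpl47 passed without control replicate 5 (0.0428), and Mrpl15 with median centring (0.0485). The proteasome had 34 of 39 above control, 0 called by limma over all genes, adjusted over the list alone or by the rank statistic, and 14 higher at an unadjusted p under 0.05 (camera adjusted p = 4.33e-07; adjusted p = 0.305 with an estimated correlation), with Psmb2 at 1.16-fold and Psma6 at 1.15-fold. Oxidative phosphorylation genes (63 of 78 above control, camera adjusted p = 4.21e-06), SNARE genes of membrane fusion (28 of 34, 0.000295) and lysosomal genes (32 of 41, 0.000633) had 0 members called by limma over all genes or adjusted over the list alone. At an unadjusted p under 0.05 they had 10, 6 and 8 higher and 2, 1 and 1 lower, and with an estimated correlation the adjusted p was 0.41, 0.288 and 0.41. Snap29 was at 1.13-fold and Stx11 at 0.821-fold among the SNARE genes, 2 of which the study discusses. With the interquartile range of the arrays as a covariate, chosen after seeing the data, the adjusted p was 0.295 for the mitochondrial ribosome, 0.358 for oxidative phosphorylation and 0.063 for SNARE genes. Their mean log2 differences were 0.013 (SE 0.021), 0.0061 (SE 0.026) and 0.026 (SE 0.013) with it, against 0.087 (SE 0.034), 0.046 (SE 0.025) and 0.048 (SE 0.013) without it. The proteasome and lysosomal lists kept their calls with the covariate, at 0.025 (SE 0.019) against 0.078 (SE 0.026) and 0.033 (SE 0.029) against 0.044 (SE 0.022). By the rank statistic, 1 SNARE gene was lower and 1 lysosomal gene higher.

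Spliceosome (38 of 60 above control, camera adjusted p = 0.00123), cytosolic ribosome (42 of 59, 0.00193) and immediate early genes (25 of 36, 0.00443) were shifted upwards with 0 called by limma over all genes; with an estimated correlation the adjusted p was 0.449, 0.614 and 0.598. At an unadjusted p under 0.05 they had 11, 3 and 4 higher and 1 lower each, by the rank statistic 3, 0 and 4 higher, and adjusted over the list alone 1, 0 and 1. Egr2 was at 1.40-fold and Nptx2 at 1.17-fold among the immediate early genes, and Egr2 passed without Dp1Yey replicate 5 (0.0296). Of this list, 4 members belong to the set of study genes fixed beforehand, and the study discusses Nptx2 as well. The cytosolic ribosome list rested on control replicate 2, the lowest control mouse by a wide gap, and had an adjusted p of 0.614 without it. Quantile normalisation ended the calls of the spliceosome (0.0835) and the cytosolic ribosome (0.134), array weights that of the cytosolic ribosome (0.156) and median centring that of the immediate early genes (0.0835). Without control replicates 1 and 2 all 3 were lost (0.212, 0.717 and 0.317). Immediate early genes were lost without Dp1Yey replicate 2 (0.0588), control replicate 2 (0.0546) or control replicate 3 (0.0704). All 3 lists turned downwards with the interquartile range as a covariate, at adjusted p 0.336, 0.336 and 0.727. In the order first given, their mean log2 differences were -0.011 (SE 0.0080), -0.019 (SE 0.045) and -0.0080 (SE 0.077) with it, against 0.053 (SE 0.028), 0.040 (SE 0.041) and 0.075 (SE 0.065) without it.

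Endothelial (11 of 13 above control, camera adjusted p = 0.0242), neuronal (11 of 15), oligodendrocyte (12 of 18) and meningeal markers (9 of 14; 0.0414 for each of these 3) passed narrowly; with an estimated correlation the adjusted p was 0.446, 0.41, 0.656 and 0.645. Adjusted over the list alone, 2, 0, 0 and 3 members were higher, against 0, 0, 0 and 1 over all genes by limma and 2, 2, 1 and 4 at an unadjusted p under 0.05, where 0, 1, 0 and 1 were lower. By the rank statistic 2, 0, 2 and 5 were higher. The endothelial transporter gene Slco1a4 was at 1.26-fold and the receptor gene Tek at 1.21-fold, and both passed without control replicate 1 (0.0436 and 0.0421). Slco1a4 also passed with median centring (0.0193), an intensity trend (0.0439), array weights (0.0391) and on genes above the floor (0.0487). Of the meningeal genes, the amino acid transporter gene Slc6a20a rose 1.38-fold (adjusted p = 0.0335) but was lost without Dp1Yey replicates 1, 3, 4 or 5 or control replicates 2, 3 or 4 (0.05 to 0.102), with quantile normalisation (0.0513), without control replicates 1 and 2 (0.0538, log2 difference 0.51) and with the interquartile range as a covariate (0.154, 0.53 against 0.47). Fmod, at 1.44-fold, passed without Dp1Yey replicate 2 (0.00285). In the order above, quantile normalisation ended all 4 list calls (0.0947, 0.564, 0.239 and 0.0705), as did testing genes above the floor alone (0.0587, 0.121, 0.0947 and 0.0947). Median centring ended the endothelial (0.085), oligodendrocyte (0.221) and meningeal calls (0.261), and the interquartile range as a covariate the endothelial (0.0847), neuronal (0.0855) and oligodendrocyte calls (0.555). The mean log2 differences of these 3 were 0.094 (SE 0.073), 0.028 (SE 0.016) and 0.034 (SE 0.13) with it, against 0.086 (SE 0.053), 0.039 (SE 0.012) and 0.076 (SE 0.097) without it. The oligodendrocyte list was lost with array weights (0.0668), and the neuronal without control replicates 1 and 2 (0.0755). Among single arrays, the endothelial list was lost without Dp1Yey replicate 4 (0.14) or control replicate 4 (0.0553), the neuronal without Dp1Yey replicates 1 or 3 or control replicates 1 or 5 (0.0586 to 0.101), the oligodendrocyte without Dp1Yey replicates 2 or 3 or control replicates 2, 3 or 4 (0.0568 to 0.363), and the meningeal without Dp1Yey replicates 3, 4 or 5 or control replicates 2, 3 or 5 (0.057 to 0.399).

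Camera passed 18 of 33 lists, 15 upwards and 3 downwards (83.3% upwards), against 9 upwards and 5 downwards (64.3%) after a new quantile normalisation. With an estimated correlation 0 lists passed, with 4 at an unadjusted p under 0.05, and fry, which does not compare a list with other genes, passed 3, the interferon, neuropeptide and small RNA lists (adjusted p = 0.0402 each). The list mean per mouse, compared by exact permutation without adjustment (n = 5 each), gave a p under 0.05 for 10 of the 18 lists. For the other 8 it was 0.0556 (lysosome), 0.0714 (spliceosome), 0.103 (choroid plexus), 0.135 (endothelial), 0.254 (immediate early), 0.325 (meninges), 0.405 (oligodendrocyte) and 0.508 (cytosolic ribosome). Of the lists that did not pass camera, 2 had such a p under 0.05, Mmu17 (0.0238) and GSK3 and WNT (0.0476).

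Genes of Mmu17 homologous to Hsa21 did not pass (camera adjusted p = 0.0604), with 5 of 19 above control, 1 lower over all genes and 2 adjusted over the list alone; the list passed without Dp1Yey replicate 1 (0.0497), control replicate 2 (0.0287), control replicate 3 (0.0481) or control replicate 5 (0.0458), with median centring (0.0196) and on genes above the floor (0.0415). The called gene, Cbs, was among those the study discusses. Tff1 was at 0.844-fold and passed without control replicate 2 (0.0231), without control replicates 1 and 2 (0.0403) and with array weights (0.0285), and Abcg1 was at 0.913-fold.

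Genes of Mmu10 homologous to Hsa21 did not pass either (camera adjusted p = 0.837). Glutamate receptor and long-term potentiation genes did not pass in the deposited values (0.52) and passed downwards after quantile normalisation (0.0188). Of their members, Grm3 fell to 0.848-fold (adjusted p = 0.0264), lost without Dp1Yey replicates 2, 4 or 5 or control replicates 2 or 4 (0.0523 to 0.0777), without control replicates 1 and 2 (0.0831, log2 difference -0.23) and with the interquartile range as a covariate (0.224, -0.24 in both fits). Adcy1 (0.912-fold) did not pass in the deposited values and passed with quantile normalisation (0.0236), an intensity trend (0.0353) and array weights (0.0387). Camk4 (1.17-fold) passed with median centring alone (0.043). Of the RHOA pathway list (0.0714), which passed without Dp1Yey replicate 1 (0.0418) or 5 (0.0409), the myosin light chain gene Myl9 rose 1.32-fold (adjusted p = 0.0328), lost without Dp1Yey replicates 1, 2 or 3 or control replicates 1, 2, 4 or 5 (0.0511 to 0.0869), without control replicates 1 and 2 (0.0987, log2 difference 0.36) and with the interquartile range as a covariate (0.401, 0.32 against 0.40). Arhgef1 was at -0.15 on the log2 scale.

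The other lists that did not pass camera were MHC class I (0.223), peroxisome (0.117), GABA (0.464), GSK3 and WNT (0.307), CA1 and CA3 (0.557), astrocyte (0.411), oligodendrocyte precursor (0.23), mural (0.42), ependymal (0.16), thalamus and habenula (0.614) and striatum and cortex (0.893). GSK3 and WNT genes passed downwards after quantile normalisation (0.0291). MHC class I genes passed without control replicate 2 (0.0335), without control replicates 1 and 2 (0.00685) and with the interquartile range as a covariate (0.000271). Ependymal genes passed without control replicate 1 (0.000141), without control replicates 1 and 2 (0.00061) and with that covariate (0.0376). For CA1 and CA3, peroxisome, thalamus and habenula, and striatum and cortex, the median, the mean and the test differed in sign.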

Values the study reported

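For Dp1Yey hippocampi the study listed 711 differentially expressed genes, called with its rank statistic. It counted 155 trisomic expressed genes, of which 66 (43%) were differentially expressed, and gave 57% of the trisomic genes as compensated. It described the overexpressed trisomic genes as having a ratio around 1.5. By qRT-PCR it reported Dyrk1a and Sod1 raised in models that duplicate them. It also reported Chrna1 raised and Cbs lowered by qRT-PCR in models that include Dp1Yey. On its arrays it named Npas4 as changed in other models but not in Dp1Yey, and Gsk3b and Rhoa as not differentially expressed.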

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

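The test of microglial RNA and the fits without control replicates 1 and 2 or with the interquartile range as a covariate were chosen after the counts and lists had been seen.

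In 236 groups of 5 mice examined for a sample far from the others, 16 were found, where chance gives about 5%. Values are the gap to the nearest mouse over the range of the group. Among Dp1Yey mice, replicate 5 was low for Ets2 (0.872), replicate 1 was high for Serpinb9 (0.763), Glp1r (0.83) and the thalamus and habenula list (0.744), replicate 2 was low for Fmod (0.797), and replicate 4 was high for Myl9 (0.721) and low for the lysosome list (0.731). Among control mice, replicate 2 was low for Ifnar2 (0.742), the cytosolic ribosome list (0.921) and the oxidative phosphorylation list (0.72) and high for Tff1 (0.806). Control replicate 1 was high for Glp1r (0.816), the ependymal list (0.803) and the thalamus and habenula list (0.793), and control replicate 4 was low for Laptm5 (0.718) and the dentate gyrus list (0.723). Among 13767 probe sets with no single gene symbol, which the comparisons above left out, limma called 23, 17 higher and 6 lower.

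The duplicated genes rose by less than 1.5-fold on average. Compression of dim probe sets near background would let the brightest genes reach the dose, but the brightest 32 had a mean log2 difference of 0.4135 (1.33-fold, SE 0.027), against 0.58 for 1.5-fold, which argues against it for them. The dimmest 32 stood at 1.02-fold, and there background stays open. A compression shared by all ratios would give the brightest genes the same fold, but the variance of their differences was 8.815 times what their errors would give. Compression that differs between probe sets and dosage compensation of 3-copy genes both remain open. Why the 2 probe sets of Dyrk1a differed was not tested, and which transcripts each measures was not worked out. Pigp, Rhoa and Stard6 also had 2 probe sets each, and those used are numbered among genes of other chromosomes. Which locus they measure was not tested, so the Pigp shortfall may not concern the duplicated copy.

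Arrays that stood apart may account for part of the 99 genes called outside the interval. Their median difference, signed by direction, was 0.2884 (median SE 0.0509), 0.2667 without control replicates 1 and 2 (0.0544) and 0.2517 with the interquartile range as a covariate (0.0606). These genes were chosen for large differences on the same arrays, and in 96 of the 99 the groups did not overlap. Such medians would stay high after selection, so they cannot decide whether either is the whole cause. The count itself fell to 66 and 11, in that order. In both fits the median difference was smaller, the median error larger and the degrees of freedom fewer, and some genes that lost the call had larger differences, Slc6a20a in both. Of 100 splits of the mice, 1, the real one, reached 99 and the highest other gave 1. The real split also had 59 raised interval genes, against 0 in the others, which eased its threshold for genes outside. The splits therefore cannot exclude chance for the count of 99 as such. Scan batches were not analysed here. They, arrays that stood apart and an effect of the duplication stay open.

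Interferon response genes were raised as a list by camera, but not with an estimated correlation (adjusted p = 0.288). The mean difference was 0.17, 0.1859 without control replicates 1 and 2 and 0.1913 with the interquartile range as a covariate, which argues against both. Its excess over microglial markers was 0.055 and did not pass the exact permutation test (p = 0.1984, n = 5 each). More microglial RNA therefore cannot be told apart from a change in the genes themselves. The microglial genes of highest mean array signal, named after their values were seen, were C1qb (1.14-fold), Laptm5 (1.15-fold) and Csf1r (1.04-fold), and the lists shared 0 genes. The extra copies of the interferon receptor genes remain a possible explanation that was not tested.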

How the results depend on the processing

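The fit without control replicates 1 and 2 and the one with the interquartile range as a covariate were chosen after seeing the data. Duplicated genes raised numbered 48 to 71 except with the covariate (35). Their mean log2 difference passed the exact test wherever it was run, from 0.18 with no floor to 0.39 with the 99th percentile floor, and was 0.268 with the covariate. Genes under 1.5-fold were fewer with the 99th percentile floor (42), where fewer genes are tested. All DEGs numbered 159, against 308 with median centring, 46 with the covariate and 689 with the rank statistic, and 70 to 232 when single arrays were left out (87, 86 and 70 without Dp1Yey replicates 1, 2 and 3, 77 without control replicate 4). Outside the interval the count was 99, against 244 with median centring, 174 with array weights, 11 with the covariate and 621 with the rank statistic, and 22 to 174 when single arrays were left out. The rank statistic called 67 interval genes higher, 46.9% of the 143 measured. The 18 lists became 11 with the covariate, 0 with an estimated correlation and 3 with fry. Except where a reason is given, the cause was not tested.

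Replicate numbers did not pair the mice: same-numbered deviations correlated between -0.329 and 0.215, and 1 of 5 Dp1Yey mice correlated best with its own number. With the number as a block, 94 genes were called, 45 of them outside the interval, 49 duplicated genes were raised, 64 lay under 1.5-fold, the mean stayed at 0.29 and 18 lists passed. Of the 99 calls outside the interval, 32 were kept with the block. Its effect on single genes is given for Mir155 and the genes named by the rule fixed beforehand. Among these, the block ended the calls of Sod1 (adjusted p = 0.0702), Erg (0.108), Npy (0.0789), Laptm5 (0.0942) and Tac2 (0.0702). It also ended those of Grm3 (0.0847), Slc6a20a (0.0569), Gm10754 (0.0503), Mir6516 (0.101), Mir483 (0.108) and Mir155 (0.133). Siglech gained a call (0.0408). The log2 differences of all these genes were unchanged by the block.

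Of the 84 genes named by the rule fixed beforehand, 41 were called, and 19 of those kept the call in each setting run. Of those called, 0 changed direction. Mir155 and the genes named only after their values were seen are not among the 84. Of 1595 values of the 84 genes, 111 lost a call and 38 gained one. Of 627 values of lists, 47 lost and 16 gained one. The sign turned for Rhoa with quantile normalisation (-0.0029), for Npas4 with median centring (0.021), for Snap23 with median centring (0.036), array weights (0.014) and controls 1 and 2 out (0.0065), for Arc (-0.013) and Gsk3b (-0.012) with those controls out, and for Arc (-0.085) and Gsk3b (-0.029) with the covariate. When single arrays were left out, Npas4 ranged from -0.12 to 0.038, Snap23 from -0.040 to 0.018, Fos from -0.018 to 0.13 and Gsk3b from -0.016 to 0.062. Adjusted p-values of lists whose direction turned were 0.986 (CA1 and CA3), 0.922 (astrocyte) and 0.922 (striatum and cortex) with quantile normalisation; for striatum and cortex 0.804 with median centring and 0.887 above the floor; with controls 1 and 2 out 0.991 (Mmu10), 0.845 (GABA) and 0.853 (striatum and cortex); and with the covariate 0.81 (Mmu10), 0.336 (cytosolic ribosome), 0.336 (spliceosome) and 0.727 (immediate early). Leaving out single arrays, their adjusted p ranged from 0.663 to 0.941 (striatum and cortex), 0.263 to 0.968 (CA1 and CA3) and 0.288 to 0.95 (GABA). Signal near background limits the 47 interval genes at or below the floor.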

Other observations

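Inside the interval, 2 genes lay well under control, and they were chosen after their values were seen. The potassium channel subunit gene Kcne2 (92292389 to 92298133 on Mmu16) was at 0.709-fold (95% CI 0.581 to 0.866, adjusted p = 0.0958, limma). It passed without control replicate 3 (0.0257) and adjusted over the interval alone (0.00577), and was the 1 interval gene lower by the rank statistic. The chloride channel family gene Clic6 (92498147 to 92541241) was at 0.725-fold (0.442 to 1.19, adjusted p = 0.434). Both are known to be abundant in choroid plexus, and choroid plexus genes outside the interval averaged 0.671-fold, a difference that did not pass the exact permutation test.

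On the rest of Mmu16, 4 of 505 genes were called (0.792%), against 95 of 19290 elsewhere (0.492%, Fisher's exact p = 0.323). They were named after their values were seen. Ccdc74a was at 1.16-fold (adjusted p = 0.0216, limma), Ccdc80 at 1.17-fold (0.044) and Ntan1 at 1.15-fold (0.0401). Kalrn, a guanine nucleotide exchange factor of dendritic spines, was at -0.15 on the log2 scale (0.0432). How these 4 calls fared in the alternatives is not given here. Of all 99 calls outside the interval, 7 were kept with the interquartile range as a covariate. Within 10 Mb of the interval, limma called 0 of 8 genes, with 2 higher at an unadjusted p under 0.05 and 1 by the rank statistic.

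Other splits of the 10 mice were refitted, with tests set down before their results were seen. For all genes, 1 of 100 splits, the real one, gave 159 genes and the highest other gave 1, so chance can be excluded. For duplicated genes raised, 1 of 100 gave 59 and the highest other gave 0, so chance can be excluded. For gene lists, 1 of 100 gave 18, but the highest other gave 16 and the median of the others was 10, so that camera with a preset correlation called many lists between mixed groups too. For duplicated genes under 1.5-fold, 100 of 100 splits gave at least 65 and the highest gave 96. Mixed groups leave genes near 1-fold, so this count cannot test chance in either direction.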
